A study of Mus musculus with 12 samples. Its data were reported in "Oestrogen enforces the integrity of blood vessels in the bone during pregnancy and menopause" (2022).

How the data were processed

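BECs of female and male C57/Bl6 mice, an inbred laboratory strain, were purified by endomucin expression, per the labels from tibia, and their RNA was sequenced with paired reads of 100 nt. The methods of the study describe isolation and culture of such cells from femurs as well as tibiae, and whether this held for the sequenced cells was not resolved. Per the methods of the study, samples were chosen for library preparation by RNA quality within each set. The deposited file holds counts per gene, which were not normalised. The authors describe aligning reads to the GRCm39 mouse genome with STAR and counting with featureCounts. Whether the deposited counts were made on that genome was not tested. The annotation release, the use of strand and the handling of reads that map to several places are not stated. The library kit was for total RNA, whereas the label of the extracted molecule names polyadenylated RNA, and this was not resolved.

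The count table had 37620 genes, of which 23039 had at least 1 count, and no line without a gene. Of its Ensembl gene IDs 31052 were found in GENCODE M39 (GRCm39), which carried 99.287% of the counts, and 6568 were not, so an older annotation had been counted. Gene names, types and coordinates were taken from GENCODE M39 by Ensembl ID. Each of the 12 libraries was assigned to 1 of 4 groups by the sex and age in its label. Total counts per library set the precision: a count of 3 was taken as the floor, and a fold against a group at or under it was computed against the floor and given as a lower bound. This floor covers counting error only, since reads without molecular identifiers are not independent molecules.

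Genes were tested with edgeR 4.0.16 (R 4.3.3): filterByExpr with a minimum count of 10, TMM scaling, quasi-likelihood F test, Benjamini-Hochberg adjustment and a threshold of 0.05. Sexes were compared, male over female, within the 6 libraries of each age, and ages, 65 over 2 weeks, within the 6 libraries of each sex. The interaction was fitted on all 12 libraries. No covariate was used. Standard errors were derived from the F statistic. Gene lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01, with fry and with an estimated correlation beside it. Distances were computed on variance-stabilised counts (DESeq2 1.42.0) of the 500 most variable genes, and shares of distance and of counts were tested by exact permutation within strata.

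The groups, tests, gene lists, naming rule and alternatives were fixed before the data were examined, except as stated. The marker lists were written after the study's own list of calls had been read, which names some of the same genes, among them Ltf, Cd72, Cd22, Fcmr, Btla, Itgb2l, Prg4 and Car1, so these lists are not independent of that analysis. Of the listed genes, Vpreb1 and Ighd of the B cell list, Igha of the plasma cell list, Hmgcs1 of the sterol synthesis list and 3 genes of the study's metabolic list had no match. The genes named were the 3 with the largest rise and the 3 with the largest fall among called autosomal protein-coding genes whose libraries did not overlap, with an average log2 CPM of at least 3 in the sex comparisons and 5 in the age comparisons. No gene met this rule between sexes or in the interaction. The alternatives were DESeq2, other scalings, other filters, another threshold, thinning to the smallest library, a robust dispersion, leaving out X and Y genes, all 12 libraries in 1 model, a replicate block and leaving out each library in turn. DESeq2 on all 12 libraries was added after seeing the data.

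The scripts were tested on simulated data drawn from the means and library sizes of the real libraries. Each gene was drawn independently of the others, and the changed genes were chosen among those with an average log2 CPM above 3. Recovery of genes at lower levels, or of genes that move together, was thus not tested. At 2 weeks edgeR recovered 39 of 50 genes changed 1.5-fold and 50 of 50 changed 2-fold, among 14938 genes tested. At 65 weeks it recovered 4 of 50 at 1.5-fold, 37 of 50 at 2-fold and 50 of 50 at 3-fold, among 14048 genes. Unchanged genes made up 5.1% of its calls at 2 weeks and 7.1% at 65 weeks, and 14.6% and 15.6% of the calls of DESeq2.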

Results

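RNA-seq was carried out on bone endothelial cells (BECs), labelled as from mouse tibia and purified by their expression of endomucin, a surface protein of bone capillaries. The mice were female or male and 2 or 65 weeks old, which gave 4 groups of 3 libraries and 12 libraries in all. Total counts per library ran from 35012947 to 38289171 in 2-week females and from 36335541 to 44569600 in 2-week males. They ran from 29049031 to 34088694 in 65-week females and from 26044743 to 27323682 in 65-week males. The 65-week libraries held fewer counts than the 2-week libraries (two-sided exact permutation within sex, p = 0.005 over 400 relabelings, the smallest they can give), so a low transcript was less well measured in them. Counts in a pair of replicates differed by more than sampling noise in every group (chi-square per degree of freedom from 24.96 to 95.61).

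The sex given for each library was compared with its sex-linked transcripts. Xist (ENSMUSG00000086503, GRCm39 chromosome X, 102503972 to 102537573) is transcribed from the inactive X chromosome. It was measured at 126 ± 51.2 CPM (counts scaled by the library total) in 2-week females and 134 ± 16.8 CPM in 65-week females (SD, n = 3 each). Ddx3y, Eif2s3y, Uty and Kdm5d lie on the Y chromosome. Their summed level was 138.5 ± 6.66 CPM in 2-week males and 133 ± 3.40 CPM in 65-week males (SD, n = 3 each). All 12 libraries matched their label. Male 65-week replicate 3 nevertheless held 117 Xist counts, which was 3.35% of the mean female level at that age, while the other 2 male libraries held 3 and 0 counts. Female 2-week replicate 3 held 12 counts of Ddx3y, 9 of Eif2s3y, 2 of Uty and 2 of Kdm5d, which was 0.471% of the mean male level at that age. The other 5 female libraries held 0 or 1 count of each of these genes.

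Overall similarity between libraries was examined by principal components of variance-stabilised counts over the 500 most variable genes. The first component carried 92.82% of the variance and separated the ages. Age explained 92.31% of the squared distance between libraries and sex 2.68% (exact permutation, p = 0.005 for each, the smallest that 400 relabelings can give). With the genes on X and Y left out, the share explained by sex was 0.93% (exact permutation, p = 0.015), the alternative that moved it most downwards. It was 5.02% without female 2-week replicate 2. Its exact permutation p was between 0.055 and 0.07 in the fits without 2-week male replicate 1, 2 or 3 or without 65-week female replicate 2. The share was computed without an age term, so leaving out a library unbalanced sex against age and mixed the age difference into it. The 12 fits that each left out a library gave from 2.74% to 5.02%, all above 2.68%. They therefore cannot tell whether the sex difference rested on a single library. Among the 6 libraries of 2 weeks sex explained 60.67% of the distance, and among those of 65 weeks 36.24%. An exact permutation test of 3 against 3 libraries gave p = 0.1 at each age, which is the smallest p that this design allows. Male 65-week replicate 3 lay between the sexes on the first component of the 65-week libraries.

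**Figure D1:**
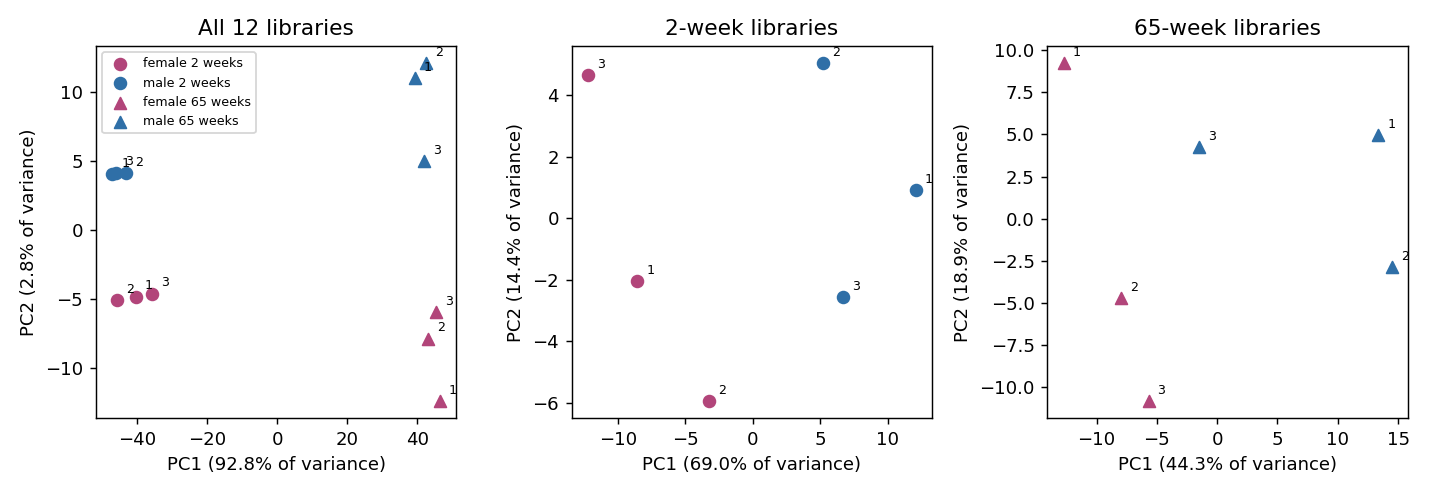
Principal components of variance-stabilised counts (500 most variable genes) for all 12 libraries, for the 2-week libraries and for the 65-week libraries; each point is 1 library, numbered by replicate, and each axis gives its percent of variance. The ages lie apart on the first component, which carries 92.82% of the variance over all libraries, and male 65-week replicate 3 sits at -1.47 on the first component of its age while the other male libraries sit at 13.36 and 14.47.

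Which genes differ between male and female BECs was asked at each age separately. At 2 weeks, 5 of 15081 genes differed (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), 4 higher and 1 lower in males. They were Uty, Kdm5d, Ddx3y, Eif2s3y and Xist, so none of the called genes was autosomal. Further sex-linked genes that were checked were lower in males but not called: Kdm6a (log2 fold change -0.957), Eif2s3x (-0.617) and Kdm5c (-0.502). Each of them was called under an alternative, so a gene without a call was not shown to be equal between the sexes. At an unadjusted p under 0.05 there were 2683 genes. Xist was at least 1520-fold lower in males, Uty at least 295-fold higher and Kdm5d at least 199-fold higher, since the lower group held 3 counts or fewer in every library. Ddx3y was higher by 8.82 on the log2 scale (SE 0.399, edgeR adjusted p = 0.000117) and Eif2s3y by 8.89 (SE 0.416, edgeR adjusted p = 0.000117). The size of both rested on female 2-week replicate 3. Without it Ddx3y was at least 646-fold and Eif2s3y at least 476-fold higher in males. The alternative that moved this count most was the DESeq2 Wald test, which called 412 genes. Leaving out female 2-week replicate 2 gave 11 genes, and leaving out male 2-week replicate 3 gave 8.

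At 65 weeks, 6 of 14287 genes differed (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), all higher in males, and 1479 genes had an unadjusted p under 0.05. The Y-linked genes were Ddx3y (at least 480-fold), Eif2s3y (at least 458-fold), Uty (at least 182-fold) and Kdm5d (at least 169-fold). The 2 autosomal genes fell below the expression minimum set for naming genes and were named after their values were seen. Prg4 (ENSMUSG00000006014, chromosome 1, 150325163 to 150342009, minus strand), which encodes a lubricating protein of joints, was measured at 0.507 ± 0.0854 CPM in females and 10.97 ± 2.256 CPM in males (SD, n = 3 each). Its log2 fold change was 4.42 (SE 0.290, edgeR adjusted p = 0.000706), and all 3 male libraries lay above all 3 female libraries. Serpina3n (ENSMUSG00000021091, chromosome 12, 104372810 to 104380597, plus strand) had a log2 fold change of 3.33 (SE 0.338, edgeR adjusted p = 0.018). It belongs to a cluster of similar genes whose reads the counting could have split, and it lost its call in 4 of the 6 fits that each left out 1 library and with the genes on X and Y left out. Xist had a log2 fold change of -6.515 and was not called (SE 1.025, edgeR adjusted p = 0.116). A single library decided this call, since the edgeR adjusted p of Xist was 1.22e-05 without male 65-week replicate 3. With all 12 libraries in 1 model it was 0.0173 (edgeR). Kdm6a (log2 fold change -0.99), Eif2s3x (-0.546) and Kdm5c (-0.594) were again not called, although each was called under an alternative.

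The count at 65 weeks rested on a single library. Without male 65-week replicate 3 it was 825 genes, 288 higher and 537 lower in males, against 6 with it. Without male 65-week replicate 2 it was 15. The common biological coefficient of variation was 0.115 among the 2-week libraries and 0.229 among the 65-week libraries, and 0.201 at 65 weeks without that replicate. The alternative that moved the count most with all libraries kept was DESeq2 on all 12 libraries, which called 983 genes.

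**Figure D2:**
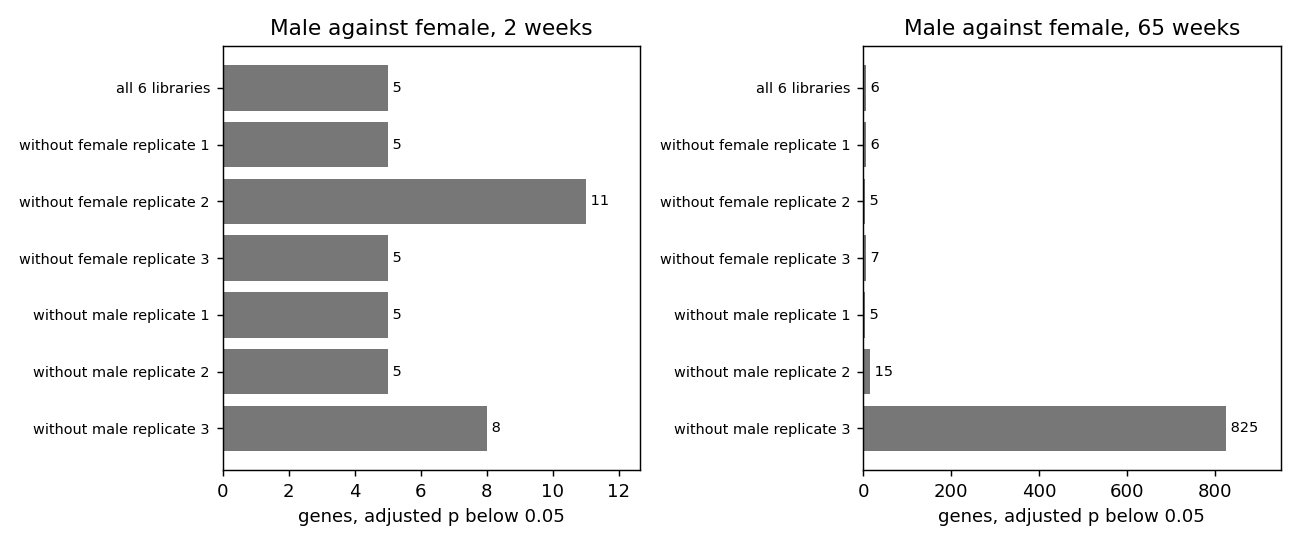
Number of genes with an edgeR adjusted p under 0.05 for male against female at 2 weeks and at 65 weeks, with all 6 libraries of that age and with each library left out in turn; the horizontal scales differ. At 65 weeks the count was 825 without male replicate 3 and between 5 and 15 in the other 5 fits.

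Whether the sex difference itself changed with age was tested as an interaction over all 12 libraries. It was called for 1 of 15747 genes, Prg4, with a change of 4.26 on the log2 scale (SE 0.507, edgeR adjusted p = 0.0352), and 1880 genes had an unadjusted p under 0.05. Prg4 lost this call in 8 of the 12 fits that each left out 1 library, for example without female 2-week replicate 2 (edgeR adjusted p = 0.0549). Without male 65-week replicate 3 the interaction was called for 750 genes, and in the other 11 fits for 0 to 2. Under DESeq2 it was called for 362 genes.

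The 4 Y-linked genes were called between sexes at both ages, among 13798 genes tested at both, against 0.002174 expected if the calls were independent. Y-linked genes differ between the sexes at any age, so this overlap was fixed in advance and tests nothing. No autosomal gene was shared. Across 12921 autosomal genes the Spearman correlation of the sex log2 fold changes at the 2 ages was 0.072, where genes are not independent replicates. It was -0.066 without male 65-week replicate 3 and 0.239 without male 65-week replicate 2.

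Between ages, 9030 of 15120 genes differed in females, 4568 higher and 4462 lower at 65 weeks, and 8298 of 14959 differed in males, 4041 higher and 4257 lower (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Requiring a change of at least 2-fold left 4345 genes in females and 4593 in males. In both sexes 6982 genes were called, of which 6977 had the same direction, against 4920 expected if the calls were independent among 14775 genes. Jchain (chromosome 5, 88667668 to 88675750) rose from 4.98 ± 1.24 to 957.5 ± 68.6 CPM in females and from 6.62 ± 1.53 to 956 ± 343 CPM in males (SD, n = 3 each). Mest (chromosome 6, 30723546 to 30752058) fell from 129 ± 41.0 to 0.632 ± 0.222 CPM in females and from 176 ± 41.95 to 1.13 ± 0.782 CPM in males (SD, n = 3 each). Col10a1 (chromosome 10, 34265971 to 34273081) was at least 2000-fold lower in 65-week females, where it had 0 counts in every library. The other genes named by rule were Apol11a, Cd300e and Npnt in females and Gpnmb, Apol11b and Col11a1 in males. Apol11a and Apol11b are similar copies that the counting could have mixed.

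Endomucin, the protein used for purification, is encoded by Emcn (ENSMUSG00000054690, chromosome 3, 137046794 to 137138999). Its transcript was measured at 147 ± 32.9 CPM in 2-week females and 197 ± 37.97 CPM in 2-week males, and at 5.004 ± 2.101 and 5.63 ± 0.971 CPM at 65 weeks (SD, n = 3 each). It fell by 4.73 on the log2 scale with age in females (SE 0.317, edgeR adjusted p = 1.1e-05), and it fell by 5.01 in males (SE 0.210, edgeR adjusted p = 1.81e-06). Emcn was not called between the sexes at 2 weeks (edgeR adjusted p = 0.281) or at 65 weeks (edgeR adjusted p = 0.925).

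The share of each library's counts in 12 lists of cell type marker genes was compared between ages. It differed for 11 lists, 6 lower and 5 higher at 65 weeks (two-sided exact permutation within sex, p = 0.005 for each, the smallest that 400 relabelings can give, adjusted p = 0.00545 over the 12 lists). The endothelial list of 22 genes fell from 0.606 ± 0.126% to 0.0327 ± 0.00446% of counts (SD, n = 6 each), which was 18.5-fold lower. The osteoblast list was 30.8-fold, the chondrocyte list 30.6-fold, the megakaryocyte list 8.66-fold, the adipocyte list 8.57-fold and the osteoclast list 3.03-fold lower. The B cell list was 14.8-fold, the plasma cell list 9.03-fold, the neutrophil list 3.84-fold, the T and NK cell list 2.03-fold and the monocyte and macrophage list 1.75-fold higher. The erythroid list held 4.62% of counts at 2 weeks and 5.13% at 65 weeks and was not shown to differ (exact permutation, p = 0.335). Between the sexes of 1 age no list could pass, since 3 against 3 libraries cannot give an exact permutation p under 0.1. Mean log2 CPM in place of the share called all 12 lists, and leaving out the most abundant gene of each list called 10. The adipocyte list lost its call without Adipoq (exact permutation, adjusted p = 0.33), and its fall was then 1.31-fold. Without its most abundant gene, the B cell list (Ighm) was 3.19-fold, the plasma cell list (Jchain) 2.51-fold and the monocyte and macrophage list (Lyz2) 1.32-fold higher, and the chondrocyte list (Col10a1) was 11.8-fold lower.

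**Figure D3:**
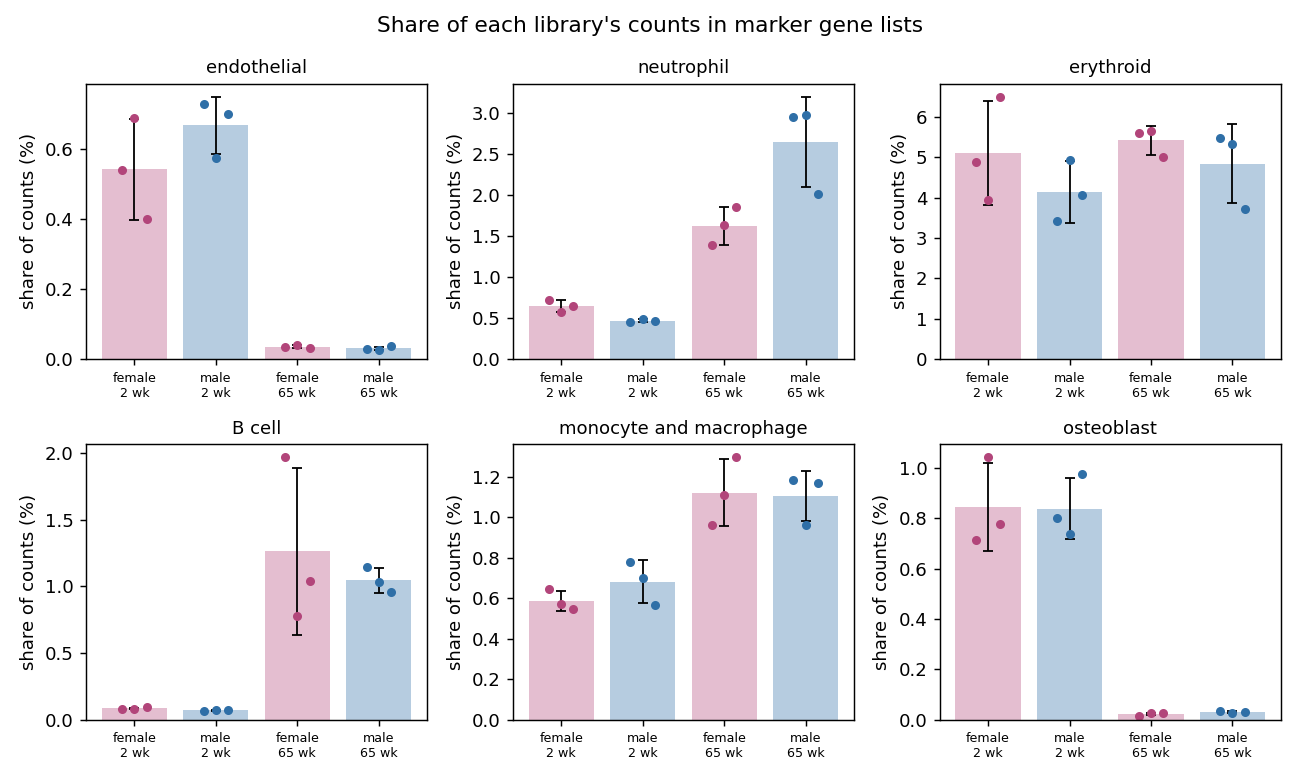
Share of each library's counts, in percent, in 6 of the marker gene lists; points are libraries, bars are means and error bars are SD over the 3 libraries of a group. The endothelial list falls from 0.606% to 0.0327% between the ages and the osteoblast list from 0.841% to 0.0273%, while the neutrophil list rises from 0.558% to 2.14%.

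Shifts of 22 marker and pathway lists between the sexes were tested with camera, at a preset correlation between genes. At 2 weeks 11 lists were shifted, 6 higher and 5 lower in males (Benjamini-Hochberg adjusted p under 0.05). The neutrophil (camera adjusted p = 6.06e-17), cell cycle (7.94e-08), B cell (9.87e-08), DNA replication (1.25e-06) and erythroid (0.000231) lists were lower. The endothelial (8.61e-06), lipid uptake (0.016), fatty acid oxidation (0.0249), monocyte and macrophage (0.0396), megakaryocyte (0.0457) and chondrocyte (0.0458) lists were higher. At 65 weeks 7 lists were shifted, 5 higher and 2 lower. The neutrophil (camera adjusted p = 2.21e-15), sterol synthesis (9.37e-10), chondrocyte (5.32e-07), oxidative phosphorylation (0.000173) and glycolysis (0.0216) lists were higher, and the plasma cell (0.00874) and T and NK cell (0.0356) lists were lower. The remaining lists, among them fatty acid synthesis (0.145 at 65 weeks), fatty acid oxidation (0.116), lipid peroxidation and ferroptosis (0.116) and iron handling (0.307), were not shifted at 65 weeks. The chondrocyte list had 3 genes tested at 65 weeks, Prg4 among them. None of these calls held under fry or under camera with the correlation estimated from the data. Fry called sterol synthesis at 2 weeks (adjusted p = 0.00115), which camera did not. The count at 65 weeks was 13 without male replicate 2 and 12 without female replicate 2, and the count at 2 weeks was 6 without female replicate 3 and 7 without female replicate 2. Between ages, camera called 12 lists in females and 15 in males, of which 12 and 13 held under fry and 0 with the correlation estimated. The estimated correlation thus kept 0 lists in any comparison, so losing a call under it is no evidence against a list. The endothelial list was lower at 65 weeks in both (camera adjusted p = 2.32e-29 in females and 9.1e-48 in males).

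The study related sex differences at 65 weeks to metabolism. Of the 139 metabolic genes of its list that could be matched, 0 were called over all genes tested (edgeR, Benjamini-Hochberg), 35 were called when adjusted over the list alone, 23 of them higher in males, and 66 had an unadjusted p under 0.05. The study chose this list on these libraries, so the count adjusted over the list alone is not independent evidence. Without male 65-week replicate 3 the count adjusted over the list alone was 137. It was 20 without male replicate 2, 1 without female replicate 1 or 3, and 0 without female replicate 2 or male replicate 1. A further list held genes that had been examined in these cells by other assays. Of its 21 genes tested, 0 were called at 65 weeks over all genes, 5 when adjusted over the list alone, and 6 at an unadjusted p under 0.05. At 2 weeks 0 of 23 were called by either count and 7 had an unadjusted p under 0.05. The oestrogen receptor gene Esr1 (chromosome 10, 4561593 to 4955626) was measured at 16.5 ± 3.07 CPM in 2-week females, 18.8 ± 0.833 CPM in 2-week males, 7.57 ± 0.488 CPM in 65-week females and 6.46 ± 3.29 CPM in 65-week males (SD, n = 3 each). It was not called between sexes at either age (edgeR adjusted p = 0.435 at 2 weeks and 0.837 at 65 weeks).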

Values the study reported

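The study reported 48 differentially expressed genes between male and female BECs at 2 weeks and 926 at 65 weeks, at an adjusted P under 0.01. Its methods name an adjusted P under 0.05 for selecting such genes, whereas its results and a figure legend give 0.01 for these counts. That legend also names Bonferroni beside FDR as the correction. It reported 142 metabolic genes altered between the sexes at an adjusted P under 0.05, of which 43 were associated with fatty acid metabolism.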

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

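Thinning, fry and the estimated correlation were alternatives fixed before the data were examined. Their use here as tests of depth and of correlation within a list was chosen only after the results were seen. The tests of the neutrophil list and of Prg4 were also chosen after. Those of gene length and GC content and of 100 drawn splits in the interaction were chosen before, and the count within 41 of these splits after. For 10 gene lists the shift between the sexes differed between the ages in the interaction over all 12 libraries. The camera adjusted p was 9.59e-31 for the neutrophil list (median change 1.26 on the log2 scale, 19 of 19 genes higher), 3.55e-06 for DNA replication, 1.19e-05 for sterol synthesis, 0.00029 for cell cycle and 0.0373 for the erythroid list, all with a higher value in males at 65 than at 2 weeks. It was 0.00368 for the endothelial list, 0.011 for monocyte and macrophage, 0.0118 for adipocyte, 0.0349 for megakaryocyte and 0.0349 for plasma cell, all lower.

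Gene length and GC content were argued against as the whole cause, since all 10 lists kept the call after the trend on both was removed. Depth was argued against as well, since 9 of the 10 kept it in libraries thinned to 1 total; it stays open for the plasma cell list, which lost it (0.0643). Genes of a list rising and falling together between libraries may be enough: 0 of the 10 lists kept the call under fry. With the correlation estimated from the data 0 kept it as well. That setting also called 0 lists between ages, where the endothelial list had an adjusted p of 0.222 in females and 0.119 in males (camera, estimated correlation). Losing a call under the estimated correlation thus decides nothing. Leaving out 1 library lost the call of the erythroid list (0.526) and of the endothelial list (0.0958), each without female 2-week replicate 3. The same held for the plasma cell list without female 65-week replicate 1 (0.209), megakaryocyte without male 65-week replicate 3 (0.632), adipocyte without female 65-week replicate 3 (0.0601), and cell cycle (0.0778) and monocyte and macrophage (0.091) without male 65-week replicate 2. Of 100 drawn splits that permuted sex within each age, of 200 possible, 29 gave at least 10 lists. Some of these splits move the labels of the sexes further at 1 age than at the other, which turns a constant sex difference into an interaction. Among the 41 drawn splits without this limit, the real one included, 9 gave at least 10 lists. The splits that mix the sexes leave part of a sex difference in the residual spread, so these counts are no exact null.

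The neutrophil list was lower in males at 2 weeks and higher in males at 65 weeks for 19 of its 19 genes. This count restates the pattern, so it cannot test a different share of neutrophil RNA between the libraries, which stays open. A few abundant genes were not the cause: without S100a9, the most abundant gene of the list, the male over female ratio of its share was still 0.717 at 2 weeks and 1.61 at 65 weeks. A biological sex difference that changes with age stays open.

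Prg4 was the single gene whose sex difference differed between the ages (edgeR adjusted p = 0.0352; from 7.39e-12 under DESeq2 to 0.261 over its alternatives, and 0.0549 without female 2-week replicate 2). In 16 of the 100 drawn splits at least 1 gene was called, and in 3 of the 41 that keep a constant sex difference out of the interaction. Genes on X or Y were among the calls in 2 of the 16. Depth was argued against as the cause, since in thinned libraries the change was still 4.2 on the log2 scale (SE 0.511, edgeR adjusted p = 0.0406). RNA of cartilage or joint tissue in the male 65-week libraries cannot be told apart: of the 8 other chondrocyte list genes with more than 3 counts in a 65-week library, 1 (Cilp) was higher in males without overlap, against a share of 5% by chance for this direction, and the list holds few markers of joint lining. Col2a1 was measured at 3.21 CPM in females and 2.38 CPM in males. A biological difference between the sexes at 65 weeks also stays open.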

How the results depend on the processing

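The count at 2 weeks (5 genes) was 412 under DESeq2 (82 higher, 330 lower), 126 under DESeq2 with protein-coding genes and adjusted p under 0.01, 8 with all 12 libraries in 1 model and 0 with X and Y genes left out (2588 at an unadjusted p under 0.05). The count at 65 weeks (6 genes) was 357 under DESeq2, 145 under DESeq2 with protein-coding genes and adjusted p under 0.01, 10 with total count scaling, 105 with no low-count filter, 254 with all 12 libraries in 1 model, 16 with a robust dispersion and 1 with X and Y genes left out. On all 12 libraries, a choice made after seeing the data, DESeq2 called 149 genes at 2 weeks (23 higher, 126 lower). At 65 weeks it called 983 (555 higher, 428 lower). Among protein-coding genes at adjusted p under 0.01 it called 40 at 2 weeks and 429 at 65 weeks. The interaction (1 gene) was 362 and 123 under the first pair of DESeq2 settings, 7 with no filter and 0 at adjusted p under 0.01. Leaving out X and Y genes removed the calls of those genes by construction. At 65 weeks it also lost the autosomal gene Serpina3n, and for this and the other changes the cause was not tested.

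Leaving out each library in turn gave from 5 to 11 genes at 2 weeks (11 without female replicate 2), from 5 to 825 at 65 weeks and from 0 to 750 in the interaction (825 and 750 without male 65-week replicate 3). The correlation of the sex difference between ages ran from -0.066 without that library to 0.239 without male 65-week replicate 2. The study's metabolic list ran from 0 to 69 genes over all genes and its other genes from 0 to 5, the higher value without male 65-week replicate 3 each time. The share of distance explained by sex ran from 2.74% to 5.02% and lost its call in 4 of 12 fits. Leaving out a library also unbalanced sex against age in this measure, so these changes do not show how stable the sex difference was.

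Genes shared between ages were 47 under DESeq2, 24 of them in the same direction. The metabolic list had 21 genes under DESeq2 and 17 with all 12 libraries in 1 model, and the other study genes 5 and 3. A change of at least 2-fold left 4345 age genes in females and 4593 in males, fewer by construction. Total count scaling shifted the median age log2 fold change by -0.135 in females and -0.115 in males and gave 3668 higher and 5451 lower genes in females (4568 and 4462 with TMM) and 3304 and 4868 in males (4041 and 4257 with TMM).

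Under fry 1 list was called at 2 weeks, 0 at 65 weeks and 0 in the interaction, and with an estimated correlation 0, 0 and 0. Leaving out each library gave 6 to 12 lists at 2 weeks and 5 to 13 at 65 weeks. The replicate numbers did not pair the libraries: 1 of 12 same-numbered pairs had a correlation of deviations above 0.1 (range -0.355 to 0.14). With the replicate block, 12 lists were called at 65 weeks and 0 genes in the interaction (1 without the block), while 1491 genes had an unadjusted p under 0.05 with it and 1880 without it. Adjusted over the list alone, the block took the metabolic list from 35 genes to 0 (56 at an unadjusted p under 0.05). Emcn at 65 weeks ran from -0.13 on the log2 scale, reversed, without female 65-week replicate 3 to 0.479 without female 65-week replicate 2 and was called in neither fit. Over 97 values of single genes and lists, 603 alternatives gave 80 weaker, 33 stronger, 8 moved and 1 reversed. The number of cell type lists that differed between ages was 11 in each fit that left out 1 library.

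The 65-week libraries limit the sex comparison: simulated 1.5-fold changes were recovered for 4 of 50 genes there and for 39 of 50 at 2 weeks.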

Other observations

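Most tests in this part were chosen after the results were seen; those of other splits in the age comparisons, the gene lists, the study's lists, the correlation and the 5 libraries without male 65-week replicate 3, the depth of that library and gene length or GC content in the endothelial list were chosen before. With 3 against 3 libraries there are 10 splits, so no share under 0.1 can be had. The real split alone (1 of 10) reached its count of genes at 2 weeks and at 65 weeks, between ages in females and in males, and of lists at 2 weeks; the other splits gave at most 0, 1, 0 and 0 genes, but up to 10 lists against 11 at 2 weeks. The genes called at 2 weeks were Xist and Y-linked genes, and 4 of the 6 called at 65 weeks were Y-linked. Such genes favour the real split by construction. For lists at 65 weeks 6 of 10 splits gave as many. For the study's metabolic list and its other genes at 65 weeks, adjusted over the list alone, 1 of 10 splits gave as many. At 2 weeks the real split called 0 genes of either list. There, a split that mixed the sexes called 11 of the study's other genes and another called 1. Under DESeq2, 2 of 10 splits gave as many genes at 2 weeks, and a split that mixed the sexes gave 1377; at 65 weeks it was 1 of 10, and the next gave 98. Of 100 pairs of splits, 1 gave as many shared genes and 58 a correlation as far from 0. The shared genes were all Y-linked, so the first of these counts was fixed in advance.

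Male 65-week replicate 3 lay 67.8% of the way from the other males to the females on the first component of its age, and leaving it out raised the count of genes from 6 to 825. Of the 10 splits of the remaining 5 libraries into 3 and 2, 1 gave as many genes and the others at most 1, which cannot be told apart from chance with so few splits. RNA of female cells was argued against as the whole cause, since Xist was at 3.35% of the female mean, far below the shift. A mislabelled library was argued against, since its Y-linked transcripts stood at 101% of the other males. Lower depth was argued against, since in thinned libraries the count was 849 without it and 7 with it. A different mix of cell types cannot be told apart: its share lay outside the range of the other 2 males for 6 of 12 lists, where any 1 of 3 libraries would do so for 8 by chance, so this test decides nothing. Differences between individual mice stay open and were not tested. The 825 genes were found by leaving out a library for its effect and are no better estimate than the 6. The source of the 117 Xist counts in it also stays open, since female cells in the sample and reads of female libraries assigned to it cannot be told apart.

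With all 12 libraries in 1 model 254 genes differed between sexes at 65 weeks and 8 at 2 weeks. A shared estimate of the spread that is too small for the 65-week libraries may account for part of this. The common biological coefficient of variation was 0.176 in that model against 0.229 for the 65-week libraries alone. The 9 splits of the 65-week libraries that mix the sexes gave at most 3 genes in that model. Such splits leave the sex difference in the residual spread, so their low counts do not exclude this explanation, and how many of the 254 genes it accounts for stays open. A biological difference that grows with age stays open; the interaction itself called 1 gene.

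The endothelial list was 18.5-fold lower at 65 weeks. A few abundant genes were not the cause, since the 10 most abundant genes held less of the counts at 65 weeks, which would raise all others 1.02-fold. Removal of the trend on gene length and GC content left a median of -4.03 on the log2 scale. A lower share of endothelial RNA with every other source in proportion was argued against, since the fold changes of the other lists spanned 457-fold. Without their most abundant genes the neutrophil list was still 4.13-fold higher and the osteoblast list 28.3-fold lower. All 22 genes were lower by more than 2-fold in both sexes, which is consistent with less RNA from endothelial cells in the 65-week libraries. Whether fewer such cells were collected or the purification carried more of other cells cannot be separated from age with these libraries; a biological effect of age stays open and untested. The sex comparison at 65 weeks was thus made on libraries in which endothelial markers held 0.0327% of counts.

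The comparison with the study's counts depended on the libraries in the model, and on the threshold and gene types, which were changed together, and the study's text names different thresholds in different places. The study also sequenced 12-week mice, whose libraries are not among the 12 used here, and it does not state whether its model held them. Its legend names Bonferroni beside FDR, whereas the counts below used Benjamini-Hochberg. With DESeq2 within each age, protein-coding genes and adjusted p under 0.01, 126 genes differed between sexes at 2 weeks and 145 at 65 weeks. The first is higher and the second lower than the value quoted from the study above. With all 12 libraries in 1 model and otherwise the same settings it was 40 at 2 weeks and 429 at 65 weeks. Both are lower than the values quoted from the study above. With all 12 libraries, all gene types and adjusted p under 0.05 it was 149 and 983. Both are higher than the values quoted from the study above, the second only slightly. Of the metabolic list, 35 genes were called when adjusted over the list alone, 52 with DESeq2, 76 with all 12 libraries in 1 edgeR model and from 0 to 137 in the fits that each left out 1 library. No direction against the value quoted above is given, since that list was chosen by its calls and at most the 139 matched genes could have been called.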
